A study of Mus musculus with 8 samples. Its data were reported in "Universal prediction of cell-cycle position using transfer learning" (2022).

How the data were processed

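Hippocampal neural stem and progenitor cells from mouse embryos were grown in culture and profiled by droplet single-cell RNA sequencing with 3′-end tags and unique molecular identifiers (UMIs), each of which marks 1 captured RNA molecule. The libraries form 2 groups, called Kmt2d+/βgeo and wild type here, each on days 0, 2, 4 and 8 after growth factors were withdrawn. The label of the wild-type group names a mouse strain, and wild type is the study's term. The labels do not give the strain of the Kmt2d+/βgeo cells. There are 8 libraries, with 1 library per genotype and day. A culture, an animal or a strain background therefore cannot be separated from a genotype, and cells were not treated as replicates.

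Per the study's methods, the authors counted spliced and unspliced molecules with Alevin against a GRCm38 index and took the spliced counts as expression. The authors removed cells with few detected genes and cells that were outliers in total UMIs, detected genes, mitochondrial share or doublet score, so doublets were treated before deposit and no further caller was run. The authors also left out mitochondrial genes and genes seen in few cells, scaled each cell by its library size and log2 transformed the values. The deposited matrix holds these log2 values for 9140 genes and 30408 cells. A deposited cell table gives each cell its total UMIs as the authors' estimated count, over more genes than the matrix holds. Gene symbols, identifiers and coordinates on GRCm38 were taken from the deposited gene table. Of its genes, 9137 were found by identifier in GENCODE M21, and 9062 of those had the same coordinates there.

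The values were turned back with 2 to the power of the log2 value, minus 1, to give normalised counts. These summed to 8707.1 in every cell, the mean number of UMIs that fell on the matrix genes, so the size factors had been computed over the matrix genes. The commonest value in a cell was taken as the worth of 1 UMI. Divided by it, 86.8% of nonzero values were within 0.01 of a whole UMI. Depth per cell on the matrix genes was taken from these estimated counts without rounding. The estimated counts were rounded for thinning and for summed counts, and had no other use. For thinning, each cell was drawn without replacement to 3000 UMIs, and shallower cells were left out.

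Cell-cycle position θ was the polar angle of the first 2 principal components of cell-cycle genes, as in the study. The study aligned samples with Seurat before this step, whereas here the libraries were pooled with no alignment, and positions can differ for that reason. The study's gene ontology list was not used here. Cyclone marker genes, S and G2M phase lists and Smc2 stood in for it, and the 450 of them in the matrix were all used, since this is under the limit of 500. The embedding was learned on day 0 cells of both genotypes with gene means pooled, and the other days were projected with the day 0 means and weights. PC1 was signed so that Top2a was negative, and PC2 so that the S list was positive. Cells with θ between 0.25π and 1.5π were called S/G2/M. The study used this window for fetal tissue data projected into its cortical neurosphere embedding. Here it was applied to an embedding learned on these cells, so its bounds may not mark the same phases. Curves along θ were periodic loess fits, local quadratic with a span of 0.3 of 3 copies of the data.

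No test was run between groups, because each has 1 library. Shares are given with exact (Clopper-Pearson) 95% binomial intervals, differences of shares with Newcombe intervals, summed counts with exact Poisson intervals and ratios of summed counts with exact conditional intervals. All of these cover counting error only. Genes were compared by the log2 ratio of mean normalised counts, Kmt2d+/βgeo over wild type, where the mean was at least 0.1 in either library, and counted where the absolute log2 ratio was at least 1. Named genes were chosen by a rule fixed before the data were examined. It took a fixed list, the 5 highest and 5 lowest ratios at day 0, up to 5 genes per direction past the threshold with 1 sign on every day, the 5 leading weights of each component, and up to 2 genes per marker list that moved by at least 1 in mean log2 between day 0 and day 8 in both genotypes. Kdm5d, Uty, Fabp7, Vim, S100b and Aldh1l1 fall outside this rule and were named after their values were seen. Mki67, Pcna, Ccne2 and Xist were on the fixed list but had 0 rows under these names in the matrix, so they could not be analysed. Marker lists for neural progenitors, neurons and astrocytes had 6 of 9, 3 of 8 and 5 of 8 genes in the matrix. Dcx, Tubb3, Stmn2, Snap25 and Syt1 of the neuron list were not among them. Nor were Gfap, Aqp4 and Aldoc of the astrocyte list. The oligodendrocyte lineage list had 1, so Olig2 was read as a gene only. Cells were not clustered or given types.

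Alternatives fixed before the data were examined changed the embedding genes, centring, window, loess span, thinning, gene minimum, scaling and scale. A loess span of 0.1 was added afterwards. The gene comparison was tested on simulated data with 1500 cells per library and 200 genes changed by 2.5-fold. Of these, 100% were recovered with the right direction, and 0 unchanged genes passed the threshold, of 7476 genes compared. Changed genes were drawn from those with a mean of at least 2.5 times the minimum. Counts were Poisson draws from the mean profile of the labelled wild-type day 0 library. No difference between cultures was simulated, so this tests the computation and not false calls between single libraries. For simulated day 0 positions over 450 genes, the circular correlation of estimated with true position was 0.937. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.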

Results

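The data covered 30408 cells in 8 libraries of cultured mouse hippocampal progenitors, with 1 library for each genotype and day. At day 0, 4331 cells were labelled Kmt2d+/βgeo and 4857 wild type, 9188 in all. Day 2 held 4900 and 4098 cells, day 4 held 2534 and 3511, and day 8 held 2965 and 3212, with the library labelled Kmt2d+/βgeo first. Median total UMIs per cell were 23219 and 20434 at day 0, 16273 and 16692 at day 2, and 20261 and 17557 at day 4. At day 8 they were 7926 and 14243, so the library labelled Kmt2d+/βgeo was the shallowest of the 8. On the matrix genes alone, the median over all day 0 cells was 10213 UMIs, against 21649 total UMIs. The study states that replicate cultures of both genotypes were collected, but the data here hold 1 library per genotype and day. There were thus no replicate libraries, and every interval given covers counting error only.

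Kmt2d encodes a histone methyltransferase and is the gene that carries the altered allele in the Kmt2d+/βgeo embryos. It lies on chromosome 15 from 98831669 to 98871204 on GRCm38 (ENSMUSG00000048154). Its level was read first, as a check of the labels. At day 0 its mean log2 expression was 0.189 in the library labelled Kmt2d+/βgeo and 0.155 in the library labelled wild type, from 1059 and 968 estimated UMIs. The log2 ratio of pooled counts was 0.19 (95% interval 0.06 to 0.31). At day 2 the ratio was -0.19 (-0.34 to -0.05), at day 4 it was 0.30 (0.16 to 0.44) and at day 8 it was 0.11 (-0.09 to 0.30). At none of the 4 days was the level halved in the library labelled Kmt2d+/βgeo. The position of the gene trap is not given in the sources used here, and a 3′ tag outside the trapped part would not check the labels. Libraries are therefore named by their labels throughout. In cells thinned to 3000 UMIs, 6.10% of cells labelled Kmt2d+/βgeo and 5.13% labelled wild type had a Kmt2d UMI at day 0, against 21.8% and 17.7% before thinning.

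The labels do not give the sex of the embryos, so sex-linked genes were read in each library. Xist had 0 rows in the matrix, so only Y-linked genes were read. These alone cannot tell a male culture from one of both sexes. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had a mean log2 expression of 0.600 in the library labelled Kmt2d+/βgeo and 0.700 in the library labelled wild type at day 0. Over the 8 libraries it ranged from 0.449 to 0.700. After thinning, the share of cells with a Ddx3y UMI was 20.5% and 23.8% at day 0, and at day 8 it was 20.9% and 22.4%. Eif2s3y (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847) was also present in every library. Its thinned share at day 8 was 13.0% in the library labelled Kmt2d+/βgeo and 28.3% in the library labelled wild type. The log2 ratio of its pooled counts at that day was -1.15 (-1.28 to -1.02), whereas the ratio for Ddx3y was -0.21 (-0.33 to -0.10). The other Y-linked genes did not follow Eif2s3y, with a ratio of -0.13 (-0.34 to 0.08) for Kdm5d and 0.31 (0.10 to 0.52) for Uty. No cell type that should lack these genes was defined, so no background share was set beside them.

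The study placed cells along the cell cycle by the first 2 principal components of cell-cycle genes. At day 0 these components held 10.3% and 2.73% of the variance of the 450 genes. The largest PC1 weight was that of Top2a at -0.324 (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189). Smc2 followed at -0.259 (chromosome 4, 52439243 to 52488260), then Smc4 at -0.220 (chromosome 3, 69004738 to 69034623), Tmpo at -0.183 and Nucks1 at -0.171. The same 5 genes led when each genotype was embedded alone. With the S and G2M phase lists as the only genes, the Top2a weight was -0.459. Smc2 and Nucks1 are not in those lists, and the other 3 were among the leading 5. On PC2, Arl6ip1 had a weight of -0.355, Mcm6 0.223, Tipin 0.203, Atad2 0.183 and Nasp 0.182.

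Expression of Top2a and Smc4 was followed along θ as an internal control. The Top2a curve was highest at 1.06π, with an R2 of 0.690 across day 0 cells. Smc4 was highest at 1.11π, with an R2 of 0.615. In the library labelled Kmt2d+/βgeo the Top2a maximum lay at 1.08π, and in the library labelled wild type at 1.01π. With a gene left out of the embedding, the Top2a maximum moved to 1.07π and the Smc4 maximum stayed at 1.11π. Log2 total UMIs were highest at 0.86π and lowest at 1.65π, with a difference of 0.71. With a span of 0.1, a choice made after the data were seen, these positions were 1.01π and 1.44π and the difference was 0.99.

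**Figure D1:**
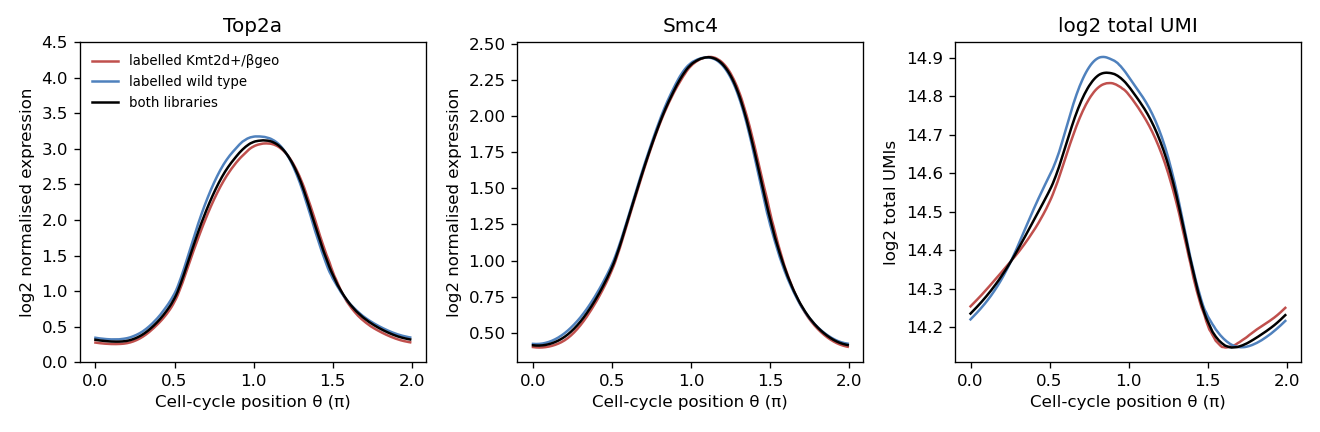
Periodic loess curves of Top2a and Smc4 (log2 normalised expression) and of log2 total UMIs against cell-cycle position θ in units of π, for day 0 cells of both libraries and of each library alone. The Top2a curve of both libraries is highest at 1.06π and the UMI curve at 0.86π.

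The stability of θ to depth and to missing genes was then measured on day 0 cells. With 20% of UMIs kept, the circular correlation with the full θ averaged 0.823 over 5 draws, from 0.814 to 0.826. With 100 of the 450 genes kept, it averaged 0.754 over 20 draws, from 0.626 to 0.858.

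The share of cells in the S/G2/M window was compared between genotypes at each day. At day 0 it was 47.9% (46.4 to 49.4) in the library labelled Kmt2d+/βgeo and 36.2% (34.8 to 37.5) in the library labelled wild type. The difference was 11.8 percentage points (9.74 to 13.8). Centring each library on its own gene means moved it most, to 6.42 points. After thinning to 3000 UMIs the shares were 49.6% and 36.9%, with 23 and 0 cells left out. At day 2 the shares were 0.673% and 0.390%, and at day 4 they were 1.07% and 1.17%, with intervals of the difference that included 0. At day 8 the shares were 0.641% (0.386 to 0.999) and 1.65% (1.24 to 2.15). After thinning they were 0.861% and 1.78%, with 757 and 4 cells left out. The position call was set beside expression. Mean log2 Top2a at days 0, 2, 4 and 8 was 1.29, 0.0557, 0.0675 and 0.0263 in libraries labelled Kmt2d+/βgeo. It was 1.17, 0.0427, 0.0643 and 0.0562 in libraries labelled wild type. The log2 ratio of pooled Top2a counts at day 0 was 0.015 (-0.0088 to 0.040), an interval that included 0. After thinning, the share of day 0 cells with a Top2a UMI was 37.9% (36.5 to 39.4) and 34.5% (33.2 to 35.9), so the measures of Top2a differed in whether they parted the libraries. The pooled ratio was 0.27 (0.23 to 0.30) for Smc2 and 0.19 (0.15 to 0.22) for Smc4. By part of the window, 23.2% and 15.7% of day 0 cells lay between 0.5π and 1π, and 19.1% and 17.0% between 1π and 1.5π. The study states that its authors had earlier shown proliferation defects in Kmt2d+/βgeo cells. A share of cells in the window does not measure the rate of division, so the higher day 0 share does not test that statement.

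**Figure D2:**
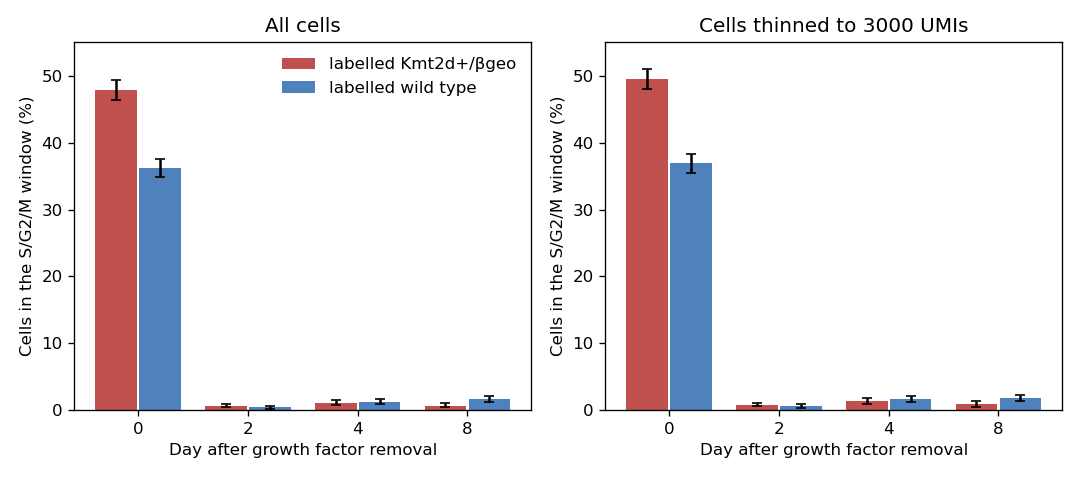
Share of cells in the S/G2/M window in percent by day and labelled genotype, for all cells and for cells thinned to 3000 UMIs, with exact 95% binomial intervals as error bars. At day 0 the bars stand at 47.9% and 36.2% before thinning, and no bar at a later day is above 1.78%.

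Genotypes were next compared over all genes at each day, with no p-value because each side is 1 library. At day 0, 7117 genes were compared, of which 48 were higher and 62 lower in the library labelled Kmt2d+/βgeo by a log2 ratio of at least 1. At day 2, 124 of 7364 were higher and 85 lower. At day 8, 156 of 7576 were higher and 213 lower. At day 4, 0 of 7459 genes passed in either direction. The SD of the log2 ratios across genes was 0.342, 0.381, 0.109 and 0.492 at days 0, 2, 4 and 8. Differences of mean log2 values moved the counts most, to 2 genes at day 0, 10 at day 2 and 30 at day 8.

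The highest ratio at day 0 was that of Luzp2 (ENSMUSG00000063297, chromosome 7, 54835498 to 55268885). Its mean normalised count was 0.287 in the library labelled Kmt2d+/βgeo and 0.00824 in the library labelled wild type, a log2 ratio of 5.12 from 1497 and 41 estimated UMIs. The ratio was 5.60 at day 2, 0.25 at day 4 and 5.51 at day 8. Col11a1, Kcnd2, Plxdc2 and Irx5 followed at day 0, with log2 ratios of 3.03, 2.56, 2.47 and 2.32. The lowest ratios at day 0 were those of Epb41l4a at -2.15, Rnf180 at -2.09, Gm49980 at -2.08, 2210408F21Rik at -2.06 and St3gal6 at -2.00. Rnf180 had a ratio of -1.90 at day 2, -0.0098 at day 4 and -1.91 at day 8, whereas Gm49980 was at 1.60, 0.19 and 2.56. The number of genes past the threshold with 1 sign on all 4 days was 0, which follows from day 4, where 0 genes passed. A total of 29 genes passed with 1 sign on days 0, 2 and 8. A difference in culture or strain background between the labels could also give such ratios, so they are not assigned to genotype.

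**Figure D3:**
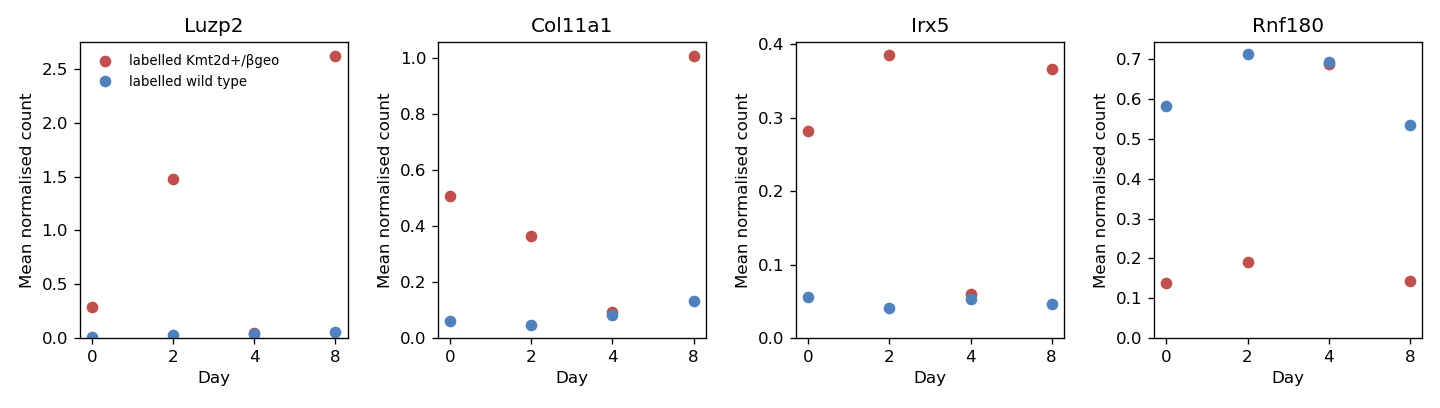
Mean normalised count of Luzp2, Col11a1, Irx5 and Rnf180 by day in the libraries labelled Kmt2d+/βgeo and wild type, 1 point per library, with points that overlap at day 4. Luzp2 in libraries labelled Kmt2d+/βgeo stands at 2.62 at day 8 and at 0.0502 at day 4.

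Marker lists were followed over the days after growth factor withdrawal. Between day 0 and day 8 the mean log2 of the 5 astrocyte genes rose by 0.98 in libraries labelled Kmt2d+/βgeo and by 1.62 in those labelled wild type. Without Apoe, the most abundant of them, these were 0.39 and 0.63. S100b changed by -0.052 and 0.52 and Aldh1l1 by -0.16 and 0.075, whereas the other astrocyte genes rose in both genotypes. Marker values were not thinned, and the day 8 library labelled Kmt2d+/βgeo was the shallowest. Across the genes compared at day 8, the median difference of mean log2 was -0.047, whereas the median log2 ratio was 0.011. Depth may therefore contribute to the small falls in that library. The mean over the 6 neural progenitor genes rose by 0.34 and 0.52, although Fabp7 among them fell by 1.42 and 0.92. The genes of this list did not move together and cells were not given types, so the mean is not read as a rise in progenitors. Without Vim, the most abundant, the order of the genotypes changed, with 0.37 and 0.32. The mean over the 3 neuron genes rose by 0.063 and 0.057. As 3 of 8 listed neuron genes were in the matrix, this does not show that neuronal change was small. At day 4 the astrocyte mean stood 1.56 and 1.67 above day 0, so from day 4 to day 8 it fell in libraries labelled Kmt2d+/βgeo and was nearly level in those labelled wild type. The day 4 library labelled Kmt2d+/βgeo had the levels of the labelled wild-type libraries for genes such as Luzp2, so its place in the labelled series is in doubt. The neuron mean stood 0.18 and 0.14 above day 0 at day 4. The progenitor mean stood 0.42 and 0.45 above day 0 at day 2, and 0.32 and 0.26 at day 4. Apoe (chromosome 7, from 19696109) rose from 2.79 to 6.10 and from 2.04 to 7.66. Gja1 rose by 1.13 and 1.49, Sox9 rose by 1.42 and 1.17, and Olig2 fell by 1.64 and 2.47.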

Values the study reported

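For the hippocampal progenitor data the study gave a median library size of 10,000 UMIs. It stated that a reduction to 20% of this depth left the circular correlation above 0.8. Along cell-cycle position, total UMIs were said to peak near π and to be lowest near 1.5π.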

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

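Thinning and library centring were fixed before the data were examined, the tests of counting error and of reversed labels for Kmt2d, and of the day 4 labels, were chosen after their results were seen, and no difference between days was itself tested. The share of cells in the S/G2/M window was higher in the library labelled Kmt2d+/βgeo at day 0, by 11.8 points, and lower at day 8, by a difference of -1.01 points. These opposite directions drew attention to it. Depth differed most at day 8, where the library labelled Kmt2d+/βgeo was the shallowest. After thinning to 1 depth the differences were 12.7 and -0.916 points, which argues against depth as the reason for either direction. With each library centred on its own means the day 8 difference was 6.55, but that setting put between 54.0% and 60.5% of cells in the window at every later day, since it sets the origin inside the cloud of cells whatever their cycling. A difference between cultures or in strain background stays open with genotype, as each label is 1 library per day, and free RNA was not measured.

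Kmt2d moved in opposite directions too. Mean log2 expression was higher in the library labelled Kmt2d+/βgeo at days 0 and 4, and lower at day 2, by a difference of -0.021. Counting error as the reason that no halving was seen was tested with the intervals of the pooled log2 ratio, whose lowest bound over the days was -0.34, above -1. A reversal of the labels on all days would give a ratio near 1, and the highest bound was 0.44, so it was no better a reason. Both readings assume that the tag reports the altered allele. At day 4 a wrong label, or 1 culture in both libraries, is a candidate explanation for their likeness, since 29 of 29 genes that part the labels on other days lay nearer the labelled wild-type values, so the day 4 difference in Kmt2d may not be one between genotypes. A tag outside the trapped part and a difference between cultures or in strain background were not tested and stay open.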

How the results depend on the processing

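The loess span of 0.1 was chosen after the data were seen, and the other alternatives before. The labels give each group 1 library, so replicate numbers pair nothing, and a fit over all days with day as a block was not run. The day 0 share difference stayed above 0 under all 8 alternatives. It was 6.42 points with each library centred on its own means, 9.56 with a window from 0.5π and 9.22 by the list score. Library centring changed the sign at each later day, to -0.917 at day 2, 0.868 at day 4 and 6.55 at day 8. At days 2 and 4 the interval of the main difference included 0, and at day 8 it did not. That setting moves the origin into non-cycling cells by construction.

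The Top2a weight on PC1 was -0.459 with the phase lists only, where fewer genes share the weight and Smc2 and Nucks1 are not among them. The Smc4 maximum lay at 1.06π with a span of 0.5 and at 1.06π with a span of 0.1. The range of log2 total UMIs was 0.53 with a span of 0.5, 0.64 without the 5% of cells with most UMIs and 0.99 with a span of 0.1. Circular correlation was 0.694 with 10% of UMIs, 0.943 with 50%, 0.594 with 50 genes and 0.901 with 200 genes. Depth thus limited position in cells with few UMIs.

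Kmt2d at day 8 was lower by mean log2 and higher by the ratio of normalised counts (0.27), and its thinned share differed by 0.00915 points; the cause was not tested, and no direction is read from it. Other days kept their direction under both alternatives.

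Genes past the threshold fell to 2, 10 and 30 at days 0, 2 and 8 on mean log2 values, a scale that shrinks ratios of low genes. With a minimum mean of 0.5 fewer genes were compared, and 27, 83 and 176 passed. Day 4 gave 0 genes in all 6 settings. At day 8 the share of passing genes that were higher in the library labelled Kmt2d+/βgeo was 42.3% in the main setting and 13.3% on mean log2 values. At day 2 it was 59.3%, against 40.0% on mean log2 values and 44.6% with a minimum of 0.5.

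For day 8 minus day 0, back-transformed means gave 0.024 and 0.82 for the progenitor list, 0.48 and 0.26 for the neuron list and 2.63 and 4.86 for the astrocyte list, with Kmt2d+/βgeo first. On the mean log2 scale, without the most abundant gene of each list, the changes were 0.37 and 0.32 for progenitors, 0.039 and 0.0103 for neurons and 0.39 and 0.63 for astrocytes, against 0.34 and 0.52, 0.063 and 0.057, and 0.98 and 1.62 with it. The order of the genotypes changed for progenitors because Vim, the gene left out, rose by 0.23 in libraries labelled Kmt2d+/βgeo and by 1.51 in those labelled wild type. The cause of the other moves was not tested.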

Other observations

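The tests in this part were chosen after the results were seen, except thinning, which was fixed before the data were examined. The 2 libraries of day 4 were nearly alike, whereas those of other days were not. They shared 2 cell barcodes, and other pairs of libraries shared 0 to 10, which argues against a repeat deposit of 1 library. Genes that part the labels on days 0, 2 and 8 by a log2 ratio of at least 1 with 1 sign numbered 29. At day 4, which took no part in choosing them, the library labelled Kmt2d+/βgeo lay nearer the labelled wild-type values of days 2 and 8 for 29 of the 29, and so did the library labelled wild type. As a comparison, day 2 was placed by 38 genes from days 0 and 8. The library labelled Kmt2d+/βgeo was nearer the wild-type values for 5 of them and the library labelled wild type for 33. On a scale from the wild-type (0) to the Kmt2d+/βgeo values (100), the median position at day 4 was -2.72 and -3.32, which argues against a mix of both cultures in each library. A candidate explanation is therefore a wrong label, or 1 culture in both day 4 libraries. A loss of the genotype difference at day 4 that returned by day 8 stays open as untested.

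The small day 4 ratios correlated with transcript length across genes, with a Spearman rho of 0.34, where genes are not independent replicates. The rho was -0.24 at day 0, -0.27 at day 2 and 0.083 at day 8. A length bias that differs between libraries may contribute. The correlation was largest in size at day 4, smaller and of the other sign at days 0 and 2, and smallest at day 8. A correlation with length was thus not limited to day 4.

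The day 0 share in the S/G2/M window was higher in the library labelled Kmt2d+/βgeo. Depth as a cause was tested by thinning, which left a difference of 12.7 points. Culture, strain background and genotype stay open, as there is 1 library per label.

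Of 1331 single-exon protein-coding genes in GENCODE M21, 0.0751% were in the matrix, against 42.3% of 20684 multi-exon genes. A filter that needed unspliced counts may be the reason, since a single-exon gene has none. No biological explanation was tested.

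The median total UMIs per cell at day 0 was 21649. That is higher than the value quoted from the study above. The median on the matrix genes was 10213.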
